A study of Mus musculus with 24 samples. Its data were reported in "IGF2BP1 induces neuroblastoma via a druggable feedforward loop with MYCN promoting 17q oncogene expression" (2023).

How the data were processed

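Poly(A)-enriched, strand-specific RNA-seq libraries of 24 mouse samples in 4 groups were analysed. AG were adrenal glands of Cre-negative mice (n = 3). AGM were adrenal glands without tumors of mice with a MYCN transgene (n = 5). TI were neuroblastoma tumors of mice with an IGF2BP1 transgene (n = 8; 1 heterozygous and 7 homozygous per the labels). TIM were neuroblastoma tumors of mice with both transgenes (n = 8). Expression of the transgenes was switched on in cells of the sympatho-adrenal lineage by a Cre recombinase under the Dbh promoter.

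The authors aligned the reads with HISAT2 to the mouse genome mm39, corrected the counts for a batch effect with ComBat-seq from the R package sva, and normalized them with the trimmed mean of M-values (TMM) in edgeR. The deposited values were FPKM (fragments per kilobase of gene length and per 1000000 fragments of a TMM-scaled library size), for 21833 protein-coding genes, with the gene length in bases as another column. The authors' deposited table also held a log2 fold change, a p-value and a false discovery rate (FDR) per gene for AGM, TI and TIM, each against AG. The ratio of these FDR to the p-values implied that they were set over 55357 genes. The authors' counting program and annotation were not stated. ComBat-seq fits each gene with a negative binomial model and replaces counts by quantiles of an adjusted distribution, so corrected values of a gene with few reads in one batch can move far.

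Each expression column was assigned to its group by its name. The columns carried no sample number that matched the sample titles, so the sequencing run, the zygosity and the tumor location of a column were not used, and libraries were named by group only. Per the labels, the 3 AG samples were sequenced in run 1 and the 5 AGM samples in run 2. Of the TI samples, 6 belonged to run 1, 1 to run 2 and 1 to run 3. Of the TIM samples, 3 belonged to run 2 and 5 to run 3. AG shared no run with AGM or with TIM, so run and group could not be told apart in AGM vs AG and TIM vs AG. No comparison could be repeated within a run. No 2 columns held identical values.

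Multiplied by gene length, the values of each column were whole multiples of 1 step for 100.0% of entries, which returned the read number per gene after the authors' correction. These recovered reads ranged from 17434796 to 17893013 per library in AG, 12468968 to 21353172 in TI, 116740738 to 1170004708 in AGM and 58530450 to 888626365 in TIM. They are corrected values and not the sequencing depth. In 1 AG library with 17467197 recovered reads, 1 read in a gene of 1000 bases was listed at 0.00932 FPKM. Scaling to the recovered reads alone would give a higher value, so the AG and TI values lie below FPKM on that scale. Outside the 126 genes that exceeded 1000 FPKM in at least 1 library, all 24 libraries held between 12334076 and 23683176 recovered reads, which was taken as the depth behind the values. Statements on read numbers cover counting error only.

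The test chosen before the data were examined was a quasi-likelihood test on counts. As the table held FPKM, limma (lmFit, eBayes with an intensity trend) was run on log2(FPKM + 1) of the 10171 genes with at least 1 FPKM in at least 3 libraries. All 24 libraries and 4 groups shared 1 estimate of the spread, without covariates. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. The low scale of the AG and TI values made the filter and the pseudocount strict. Rbl1, with 262 to 357 recovered reads per AG library, fell below the filter. With FPKM recomputed from the recovered reads, 14401 genes passed it. P-values were adjusted over the tested genes by Benjamini-Hochberg, and an FDR below 0.05 was the threshold. The 5 contrasts were TI vs AG, TIM vs AG, AGM vs AG, TIM vs TI and TIM vs AGM. The code was tested on simulated data of 10071 genes with 200 genes changed by 2 on the log2 scale. Between 94.5% and 98% of these were recovered, and 4.39% to 7.35% of the calls were false. The simulation gave each gene 1 spread in all libraries, no run effect and no genes above 1000 FPKM. In the data the groups differed in spread (median correlation between libraries 0.987 in AG and 0.791 in TIM). The simulated rates therefore do not carry over to the data directly. The exact permutation test was run on 200 simulated comparisons without a difference, of which 5% gave a p-value below 0.05.

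The ADRN:MES ratio divided, per library, the mean log2(FPKM + 1) of adrenergic genes (376 of 378 listed genes found) by that of mesenchymal genes (466 of 470 found), from the study's mouse gene lists. The cell cycle score was the mean log2(FPKM + 1) of 97 published S and G2/M phase genes. Groups were compared by exact two-sided permutation tests of the difference in means over every split of the libraries, with Benjamini-Hochberg adjustment over the 5 contrasts. The relative expression of a chromosome was, per tumor, the median over its tested genes of log2(FPKM + 1) minus the mean of the gene over the 16 tumors, minus the median over all tested genes of that tumor. TIM and TI were compared by exact permutation over 12870 assignments, adjusted over 20 regions (the 19 autosomes and the part of chromosome 11 from the start of Igf2bp1 to its end). Gene positions were taken from GENCODE release M39 on GRCm39 (21687 genes matched). Genes below the filter (Igf2bp1, Lin28b and Rbl1 of the panel) were compared as RPM (recovered reads per 1000000 reads outside the 126 genes above 1000 FPKM), with the same exact test.

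The genes named in the text follow a rule set before the data were examined. The first part was a panel written from the study's text: 14 genes given with their fold changes against AG, not all of which are reported here, and 27 more given as counts and in full only where TIM and TI differed. The second part was, per contrast, the 2 genes with the largest rise and the 2 with the largest fall among those with an FDR below 0.05, a mean log2(FPKM + 1) of at least 3 and no overlap between the groups. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, at least 1 FPKM in every library, an absolute log2 fold change of at least 1, only the 2 groups compared, each AG or AGM library left out in turn and, for the scores, the median over genes and only genes above 1 FPKM on average. For the chromosomes they were the mean over genes and only genes with a mean log2(FPKM + 1) of at least 3. Alternatives chosen after the data were seen left out the genes above 1000 FPKM, left out genes near 0 in AG and TI that reached 1000 reads in AGM or TIM, or used the recovered reads, either as recomputed FPKM with median-of-ratios scaling or in limma-voom. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.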

Results

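RNA-seq of adrenal glands and tumors was used to ask how gene expression differed between normal adrenal glands (AG), adrenal glands with the MYCN transgene (AGM) and tumors driven by IGF2BP1 (TI) or by IGF2BP1 and MYCN (TIM). The table held 3 AG, 5 AGM, 8 TI and 8 TIM libraries. Recovered reads ranged from 12468968 to 21353172 per library in AG and TI and from 58530450 to 1170004708 in AGM and TIM. Between 6287 and 7500 genes per library reached 1 FPKM. No value in AG or TI exceeded 926 FPKM, whereas single genes reached 12269500 FPKM in AGM and 3480580 FPKM in TIM. In total, 126 genes exceeded 1000 FPKM in at least 1 library, 85 of them in AGM and 53 in TIM. These genes held 64.5% to 98.6% of the recovered reads in AGM and TIM libraries and 0.217% to 2.21% in AG and TI libraries. Of the 126 genes, 76 had 10 recovered reads or fewer in every AG and TI library, and 79 were above 1000 FPKM in 1 library and at 0 in another library of the same group. Values of these genes in AGM and TIM are therefore given only with this limit.

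**Figure D1:**
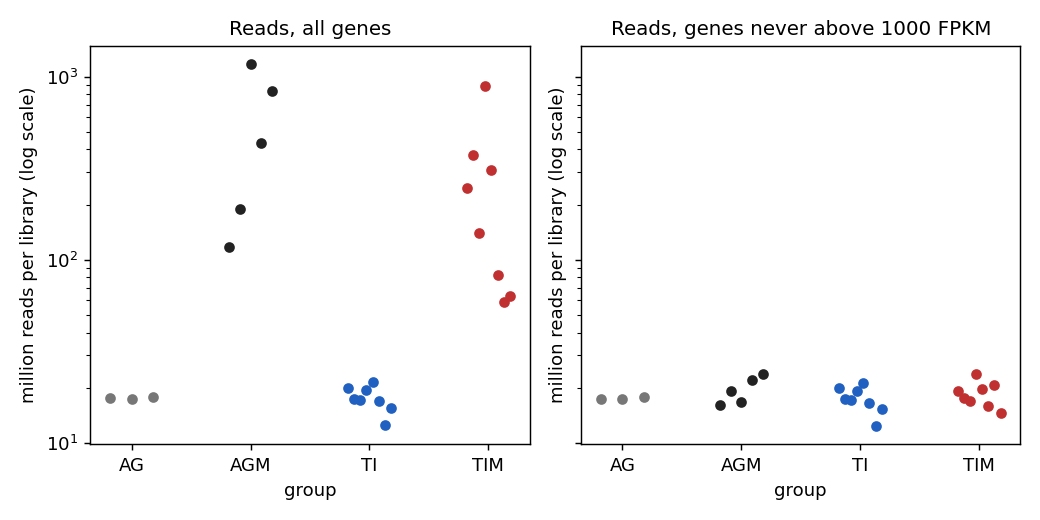
Recovered reads per library on a log axis, for all genes (left) and for the genes never above 1000 FPKM (right), with 1 point per library in AG, AGM, TI and TIM. Over all genes AGM libraries reached up to 1170004708 and TIM libraries up to 888626365 reads, whereas outside the genes above 1000 FPKM all 24 libraries sat between 12334076 and 23683176 reads.

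Libraries of one group resembled each other more in AG (median Pearson correlation across the 10171 tested genes 0.987 over 3 pairs) and TI (0.933 over 28 pairs) than in AGM (0.871 over 10 pairs) and TIM (0.791 over 28 pairs). The median correlation was 0.779 between TI and TIM libraries and 0.657 between AG and AGM libraries. In a principal component analysis of the tested genes, the first component carried 50.7% of the variance and separated all 16 tumors from all 8 adrenal glands. Tumor scores ranged from 6.11 to 50.7, and adrenal gland scores from -129 to -25.3. The second component (15.2%) separated AG (-53.0 to -51.7) and TI (-29.3 to -7.88) from AGM (2.63 to 15.1) and TIM (3.15 to 70.2). Without the genes above 1000 FPKM, the second component (14.1%) no longer parted TI (-22.9 to 1.93) from TIM (-1.59 to 55.6). The labels put 6 TI samples and all AG samples in run 1, and no AGM or TIM sample. The 2 TI samples of other runs are among the 8 TI libraries, all of which lay below every AGM and TIM library over all tested genes.

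TI tumors were compared with AG to determine which genes changed in IGF2BP1-induced tumors. With limma, 5327 of 10171 genes had an FDR below 0.05 in TI vs AG, with 2505 higher and 2822 lower in TI. The count moved most with the requirement of at least 1 FPKM in every library, which left 1627 of 3464 genes. The largest rises among genes that met the naming rule were seen for Cartpt (ENSMUSG00000021647, chromosome 13, 100034990 to 100047006), from 0.218 ± 0.0956 FPKM in AG (SD, n = 3) to 87.6 ± 59.8 FPKM in TI (SD, n = 8), and for Tubb2b (ENSMUSG00000045136, chromosome 13, 34307245 to 34315143), from 0.390 ± 0.0293 to 91.8 ± 51.9 FPKM. Their log2 fold changes were 5.84 ± 0.64 (SE; limma FDR 6.8e-08) and 5.80 ± 0.45 (SE; limma FDR 1.89e-10). Kcnk3 (ENSMUSG00000049265, chromosome 5, 30745243 to 30783689) fell from 121 ± 3.96 to 2.83 ± 1.73 FPKM, and Fdxr (ENSMUSG00000018861, chromosome 11, 115158844 to 115168006) from 108.2 ± 7.77 to 2.70 ± 0.632 FPKM. Their log2 fold changes were -5.10 (limma FDR 6.94e-12) and -4.90 (limma FDR 7.4e-18).

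TIM tumors were compared with AG in the same way, and here and below the largest rises and falls are those among genes that met the naming rule. In TIM vs AG, 5190 genes had a limma FDR below 0.05, with 2293 higher and 2897 lower in TIM. All AG samples were of run 1 and all TIM samples of runs 2 and 3. The run and the group therefore cannot be told apart in this contrast, including its genes and scores below. The largest rises belonged to Gm3020 (ENSMUSG00000079402, chromosome 14, 18796498 to 18818358), listed at 0 FPKM in AG and at 11688 ± 9756 FPKM in TIM (SD, n = 8), and Cdc20b (ENSMUSG00000078926, chromosome 13, 113171632 to 113227729), at 0.00173 ± 0.003 FPKM in AG and 244 ± 240 FPKM in TIM. Gm3020 is among the 126 genes above 1000 FPKM and belongs to a family of near-identical copies, so its assignment is uncertain. Cdc20b had at most 1 recovered read per library in AG, 2 in TI and 0 in AGM, but 4725 to 134094 in TIM, and is 1 of 489 genes with 10 reads or fewer in every AG and TI library that reached 1000 reads in AGM or TIM. Kcnk3 and Cyb5b (ENSMUSG00000031924, chromosome 8, 107877210 to 107922737) showed the largest falls within that rule, with log2 fold changes of -4.84 (limma FDR 1.76e-11) and -4.28 (limma FDR 2.7e-15). Outside it, Car3 (-8.00), Akr1d1 (-7.39) and Fdxr (-5.51), named here for other contrasts, fell further. Across the 10171 genes, the fold changes of TI vs AG and TIM vs AG had a Spearman correlation of 0.870 and a Pearson correlation of 0.827, and 83.7% of genes had the same direction. Genes are not independent replicates, and the 3 AG libraries entered both contrasts. Both contrasts, and TIM vs AGM, also set tumors against adrenal glands, so tissue differences shared by both tumor groups can add to these correlations. TI vs AG set against TIM vs AGM, which share no library, gave a Spearman correlation of 0.824 and a lower Pearson correlation of 0.633. The Spearman correlation of TI vs AG with AGM vs AG was 0.037.

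AGM and AG were compared to determine what the MYCN transgene alone changed. In AGM vs AG, 2908 genes had a limma FDR below 0.05, with 1488 higher and 1420 lower in AGM. This count rose to 6312 when only the AGM and AG libraries set the spread. With an absolute log2 fold change of at least 1, 972 genes remained, of which 820 were higher in AGM. All AG samples were of run 1 and all AGM samples of run 2, so the run and the group cannot be told apart. The largest rises, in Notum (ENSMUSG00000042988, chromosome 11, 120541446 to 120552019; 0.00391 FPKM in AG and 76496 ± 57615 FPKM in AGM, SD, n = 5) and Cpb1 (ENSMUSG00000011463, chromosome 3, 20302428 to 20329897; 0.00287 FPKM in AG and 39763 ± 11435 FPKM in AGM), belonged to the 126 genes above 1000 FPKM. Car3 (ENSMUSG00000027559, chromosome 3, 14928489 to 14937595) fell from 404 ± 266 to 30.3 ± 15.4 FPKM (log2 fold change -3.51; limma FDR 1.83e-06). Akr1d1 (ENSMUSG00000038641, chromosome 6, 37506822 to 37545751) fell from 168.9 ± 9.65 to 34.7 ± 9.22 FPKM (log2 fold change -2.30; limma FDR 4.49e-09).

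TIM and TI tumors were compared to determine how the 2 tumor models differed. In TIM vs TI, 2332 genes had a limma FDR below 0.05, of which 1017 were higher and 1315 lower in TIM. With an absolute log2 fold change of at least 1 the count was 300, of which 239 were higher and 61 lower in TIM. It was 1309 when only the TIM and TI libraries set the spread. Gm3020 and Cdc20b, with 0.0488 ± 0.074 and 0.00244 ± 0.00356 FPKM in TI, were again the largest rises. Clic1 (ENSMUSG00000007041, chromosome 17, 35266900 to 35277725) fell from 26.6 ± 5.79 to 10.2 ± 4.70 FPKM (log2 fold change -1.45; limma FDR 0.000677). Gps2 (ENSMUSG00000023170, chromosome 11, 69804714 to 69808899) fell from 10.8 ± 3.36 to 4.83 ± 0.675 FPKM (log2 fold change -0.98; limma FDR 2.33e-05). In TIM vs AGM, which sets tumors with both transgenes against tumor-free adrenal glands with MYCN, 6639 genes had a limma FDR below 0.05. Of these, 3241 were higher and 3398 lower in TIM. Tumor state and tissue differed along with IGF2BP1, and per the study AGM mice were kept longer than the median survival of TIM mice. The contrast therefore does not isolate what IGF2BP1 added to MYCN. Its largest changes were the rises of Gm3020 and Cdc20b and the falls of Notum and Cpb1, which were at 0.0253 and 0.0322 FPKM in TIM.

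The targeted genes were examined first among the panel genes. Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95847989 to 95896911) was below the expression filter in all groups. The mouse locus had 1 to 4 recovered reads per AG library, 1 to 18 in AGM, 0 to 16 in TI and 3 to 81 in TIM. The transgene was not measured as a separate feature in the table, and its reads were not analysed here. In RPM (reads per 1000000 reads), Igf2bp1 was at 0.153 ± 0.0889 in AG (SD, n = 3), 0.457 ± 0.320 in AGM (SD, n = 5), 0.589 ± 0.314 in TI (SD, n = 8) and 1.78 ± 1.44 in TIM (SD, n = 8). The differences of TI and TIM from AG did not pass the threshold (exact permutation p 0.0545 and 0.0788; 0.0985 each after adjustment over the 5 contrasts), although 7 of 8 libraries of either tumor group exceeded every AG library. In the limma fit without an expression filter, Igf2bp1 passed in TIM vs AG (log2 fold change 0.04; limma FDR 0.0264) and not in TI vs AG (0.01; limma FDR 0.658). In the authors' deposited table Igf2bp1 had a log2 fold change of 3.61 with an FDR of 0.00776 for TIM and of 1.91 with an FDR of 0.370 for TI.

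Mycn (ENSMUSG00000037169, chromosome 12, 12986076 to 12992915) was at 0.654 ± 0.147 FPKM in AG (SD, n = 3), 0.778 ± 0.254 FPKM in AGM (SD, n = 5), 8.57 ± 5.27 FPKM in TI (SD, n = 8) and 2.84 ± 1.18 FPKM in TIM (SD, n = 8). Its log2 fold change against AG was 2.30 ± 0.41 (SE) in TI (limma FDR 5.4e-05), 1.15 ± 0.41 (SE) in TIM (limma FDR 0.0214) and 0.10 ± 0.44 (SE) in AGM (limma FDR 0.904). The TIM call was lost in 2 of the 3 fits that each left out an AG library (limma FDR 0.0677 and 0.0708). These Mycn values belong to the mouse locus. The transgene is human MYCN, which the study measured by RT-qPCR, and its reads were not analysed here. The mouse values therefore do not give the total MYCN level of AGM and TIM. Myc decreased by a log2 fold change of -1.53 in TI (limma FDR 6.71e-07) and of -1.95 in TIM (limma FDR 1.55e-08), and its change of -0.51 in AGM did not pass the threshold (limma FDR 0.0700) except when only AGM and AG set the spread (limma FDR 0.00875). Birc5 (ENSMUSG00000017716, chromosome 11, 117740040 to 117746581) rose from 0.327 ± 0.0688 FPKM in AG to 7.43 ± 4.70 FPKM in TI (log2 fold change 2.45; limma FDR 0.000148) and 2.62 ± 1.91 FPKM in TIM (log2 fold change 1.23; limma FDR 0.0340). The TIM call of Birc5 was lost when only TIM and AG set the spread (limma FDR 0.0627), with limma-voom (FDR 0.138) and without any 1 of the AG libraries (limma FDR 0.0750 to 0.0931). In AGM, Birc5 changed by -0.27 (limma FDR 0.738), which passed when only AGM and AG set the spread (limma FDR 0.000756).

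Genes of the sympatho-adrenal lineage were compared next. Dbh was higher in TI (log2 fold change 2.36; limma FDR 0.00837), TIM (3.08; FDR 0.00102) and AGM (2.58; FDR 0.0155). Th was at 13.5 ± 3.27 FPKM in AG, 211 ± 40.4 FPKM in AGM, 103 ± 74.0 FPKM in TI and 687 ± 703 FPKM in TIM. Th is among the 126 genes above 1000 FPKM (up to 1889 FPKM in TIM), although it had 2420 to 3913 recovered reads per AG library. Its log2 fold change passed the threshold in TIM (4.31; limma FDR 0.00258) and AGM (3.87; limma FDR 0.0192), but not in TI (2.45; limma FDR 0.0700). The AGM call of Th was lost without any 1 of the AG libraries (limma FDR 0.0510 to 0.0717), and the TI change passed when only TI and AG set the spread (limma FDR 0.0136). The AGM call of Dbh was lost in 1 of these fits (limma FDR 0.0641). Alk rose by a log2 fold change of 1.64 in TI (limma FDR 0.000163) and 1.61 in TIM (limma FDR 0.00021), with 0.02 in AGM (limma FDR 0.983).

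Of the genes linked to MYCN protein turnover, Plk1 (2.19 and 1.61) and Cdk1 (1.87 and 1.40) had positive log2 fold changes in TI and TIM, with limma FDR of 0.000198 and 0.00362 for Plk1 and 0.000817 and 0.00865 for Cdk1. Aurka rose in TI (1.75; limma FDR 0.0019), and its rise in TIM was not past the threshold (1.02; limma FDR 0.0567) except with recomputed FPKM (limma FDR 0.0497). The TIM call of Cdk1 was lost with limma-voom (FDR 0.0515). None of Aurka, Plk1 and Cdk1 passed in AGM, where the log2 fold changes were -0.25 for Aurka, -0.24 for Plk1 and -0.16 for Cdk1 (limma FDR 0.740, 0.754 and 0.838). These falls passed when only AGM and AG set the spread (limma FDR 0.00315, 0.00275 and 0.0236). Rbl2 decreased in TI (-0.82; limma FDR 2.73e-07), TIM (-0.89; limma FDR 8.92e-08) and AGM (-0.32; limma FDR 0.0264). The AGM call of Rbl2 was lost with a pseudocount of 0.1 (limma FDR 0.0991), with recomputed FPKM (limma FDR 0.154), with limma-voom (FDR 0.172) and in 5 of the 8 fits that each left out a library (limma FDR 0.0521 to 0.0921). Tcf21 decreased from 0.540 ± 0.0269 FPKM in AG to 0.0302 ± 0.0175 FPKM in TI and 0.0320 ± 0.0408 FPKM in TIM (both -0.58 on the log2 scale; limma FDR 2.91e-07 and 3.12e-07). In AGM it was higher, at 3.96 ± 0.542 FPKM (log2 fold change 1.68; limma FDR 1.29e-14). Lin28b was below the filter, with 0 to 1 recovered reads in AG, 0 to 3 in AGM, 0 to 9 in TI and 0 to 467 in TIM. Its mean of 9.11 ± 9.09 RPM in TIM (SD, n = 8) was at least 52.6-fold higher than in AG, set against a floor of 3 reads, with an adjusted exact permutation p of 0.242. In the limma fit without an expression filter, Lin28b passed in TIM vs AG (log2 fold change 0.23; limma FDR 0.0223). The TIM mean exceeded the mean of TI (0.121 ± 0.197; adjusted exact permutation p 0.00699).

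Of the 12 tested genes of the named panel, 11 had an FDR below 0.05 in TI and 11 in TIM when adjusted over all genes, and 12 in either contrast when adjusted over the panel alone. In AGM 4 passed over all genes and 6 over the panel. Of the 26 tested genes that were summarised, 17 were higher in TI than in AG and 12 in TIM, none were lower, and adjustment over that list alone gave 17 and 12. In AGM 1 was higher and 1 lower. TIM and TI differed in 10 of the 38 tested panel genes: Mycn, Myc, Birc5, Fbxw7, E2f2, E2f6, Rb1 and Trp53 were lower and Syp and Pycr1 higher in TIM. Mycn stands for the mouse locus here, as above. E2f2 fell from 3.55 ± 2.04 FPKM in TI to 1.31 ± 0.857 FPKM in TIM (log2 fold change -0.91; limma FDR 0.0188), and Trp53 from 6.27 ± 1.95 to 3.65 ± 1.57 FPKM (log2 fold change -0.67; limma FDR 0.0125). When only TIM and TI set the spread, the limma FDR rose above 0.05 for Myc (0.0884), Birc5 (0.0632), Syp (0.0949), E2f2 (0.0715), Trp53 (0.0529) and Pycr1 (0.0934). Below the filter, Rbl1 was at 29.7 ± 12.4 RPM in TI and 11.01 ± 7.92 RPM in TIM (SD, n = 8 each; adjusted exact permutation p 0.0101).

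The ratio of adrenergic (ADRN) to mesenchymal-like (MES) gene expression was 0.607 ± 0.0117 in AG (SD, n = 3), 0.658 ± 0.0329 in AGM (SD, n = 5), 1.66 ± 0.249 in TI (SD, n = 8) and 1.52 ± 0.184 in TIM (SD, n = 8). TI and TIM each exceeded AG in 8 of 8 tumors (exact permutation p 0.00606, the smallest that 8 against 3 libraries allow; 0.0101 after adjustment over the 5 contrasts). TIM exceeded AGM in 8 of 8 tumors (exact permutation p 0.000777, the smallest the 1287 splits allow; adjusted 0.00389). AGM and AG did not differ past the threshold (adjusted exact permutation p 0.0670), although 5 of 5 AGM libraries exceeded every AG library. TIM and TI did not differ past it either (adjusted exact permutation p 0.194). Both tumor groups also had lower adrenal cortex markers than the glands, so a difference in tissue can add to the ratios against AG and AGM. With a pseudocount of 0.1 the ratio was not usable, as the MES mean was negative in 6 of 8 TI and 4 of 8 TIM libraries.

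The cell cycle score was 0.839 ± 0.0248 in AG (SD, n = 3), 0.521 ± 0.0352 in AGM (SD, n = 5), 1.96 ± 0.485 in TI (SD, n = 8) and 1.43 ± 0.585 in TIM (SD, n = 8). TI was higher than AG in 8 of 8 tumors (adjusted exact permutation p 0.0253). The TIM scores spread from 0.427 to 2.08, with 6 of 8 tumors above and 1 below every AG library, and the difference from AG was not past the threshold (adjusted exact permutation p 0.133). TIM was higher than AGM (adjusted exact permutation p 0.0253). AGM was lower than AG in 5 of 5 libraries (exact permutation p 0.0179, the smallest the 56 splits allow; adjusted 0.0298). The difference of -0.53 between TIM and TI was within the spread of the tumors (adjusted exact permutation p 0.0874). A pseudocount of 0.1 gave a difference of 2.00 for TI vs AG in place of 1.12.

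**Figure D2:**
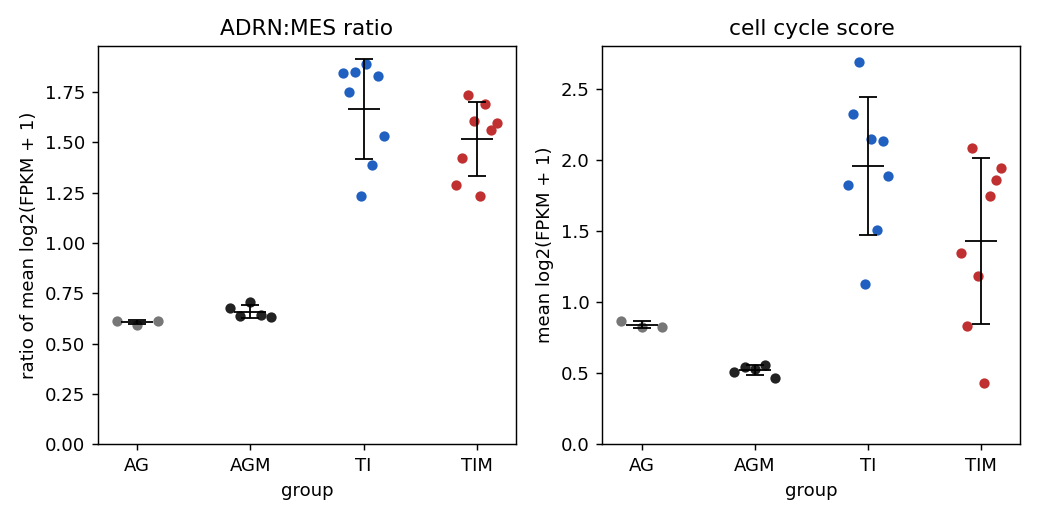
ADRN:MES ratio (left, ratio of mean log2(FPKM + 1)) and cell cycle score (right, mean log2(FPKM + 1)) in AG (n = 3), AGM (n = 5), TI (n = 8) and TIM (n = 8); points are libraries, horizontal marks means and error bars SD. The tumors sit above both adrenal gland groups in the ratio, with means of 1.66 in TI and 1.52 in TIM against 0.607 in AG and 0.658 in AGM, and the 5 AGM libraries have cell cycle scores below those of AG.

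The relative expression of chromosomes was compared between TIM and TI, as the study addressed DNA copy number in both tumor models. Of the 20 regions, 9 differed with an adjusted exact permutation p below 0.05. Chromosome 12 (343 tested genes) was at 0.16 ± 0.13 in TI and -0.14 ± 0.06 in TIM on the log2 scale (SD, n = 8 each), a difference of -0.29 (exact permutation p 0.000155, the smallest possible; adjusted 0.00311), and 8 of 8 TI tumors exceeded every TIM tumor. Chromosome 11 from Igf2bp1 to its end (333 genes) differed by -0.29 (exact permutation p 0.000932; adjusted 0.00829), with 7 of 8 TI tumors above every TIM tumor. The whole of chromosome 11 differed by -0.15 (adjusted exact permutation p 0.00829) and chromosome 17 by -0.12 (adjusted exact permutation p 0.0359). Chromosomes 6 (0.19), 9 (0.10), 14 (0.11), 16 (0.07) and 19 (0.08) were higher in TIM, with adjusted exact permutation p-values of 0.0135 for chromosomes 6, 9 and 14 and 0.0359 for chromosomes 16 and 19. With only genes at a mean log2(FPKM + 1) of at least 3, the difference was -0.40 for chromosome 12 and -0.46 for distal chromosome 11, and chromosomes 9, 16 and 17 no longer passed (adjusted exact permutation p 0.134, 0.0894 and 0.0894). With recomputed FPKM, chromosomes 16 and 19 no longer passed (adjusted exact permutation p 0.0642 and 0.0540). With the mean over genes in place of the median, 10 regions passed, as chromosome 13 was also higher in TIM (0.09; adjusted exact permutation p 0.0168). The run of each tumor column was not known, so these differences were not recomputed within runs.

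**Figure D3:**
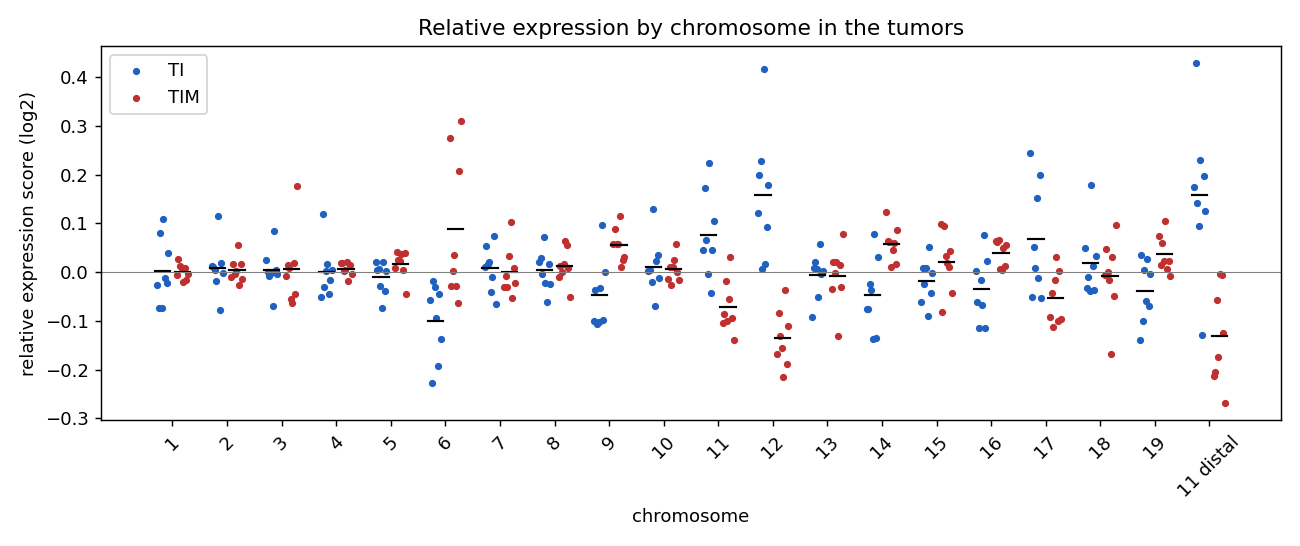
Relative expression score (log2, vertical axis) of each autosome and of chromosome 11 from Igf2bp1 to its end (11 distal) in 8 TI (blue) and 8 TIM (red) tumors; points are tumors and black lines group means. Chromosome 12 has means of 0.16 in TI and -0.14 in TIM without overlap, and distal chromosome 11 has means of 0.16 and -0.13.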

Values the study reported

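The study reported tumors in 7 of 7 homozygous and 1 of 8 heterozygous IGF2BP1 mice, in 8 of 8 mice with both transgenes and in 0 of 6 MYCN mice. From shallow whole genome sequencing it described how often regions were gained or lost across the tumors. Gain frequencies in TI tumors were above 50–70% at chromosomes 11 and 12. In TIM tumors they were below 20% at chromosome 11 and up to 50% at chromosome 6. Deletions in TI tumors were mainly at chromosomes 4, 6, 9, 14 and 16.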

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

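The test of depth and the count of runs below were chosen after the reads per library and the runs in the labels had been seen. Across 127 group and measure combinations, 16 had a highest or lowest library far from the rest, against about 6.35 by chance. Many of the 16 concerned genes close to 0 FPKM. The highest library stood apart for Rb1 in AGM (0.536 FPKM), for Dbh (246.0 FPKM), Alk (7.03 FPKM), Kcnk3 (6.61 FPKM), Fdxr (4.11 FPKM), Car3 (0.106 FPKM), Akr1d1 (0.869 FPKM) and Gps2 (18.3 FPKM) in TI, and for Myc (1.13 FPKM), Tcf21 (0.122 FPKM), Lin28b (29.4 RPM), Syp (105 FPKM), Notum (0.202 FPKM), Cpb1 (0.258 FPKM) and Akr1d1 (0.0554 FPKM) in TIM. The lowest library stood apart for Alk in TIM (0.363 FPKM). No biological explanation was tested for single libraries, as the columns carried no tumor location, zygosity or run.

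The other results singled out were panel genes for which the effects in TIM and TI differed in the direct test between the tumor groups. The log2 fold changes of TIM vs TI were -1.14 for Mycn, -0.42 for Myc (-0.421), -1.22 for Birc5, -0.51 for Fbxw7 (-0.508), -0.91 for E2f2, -0.57 for E2f6 (-0.571), -0.34 for Rb1 (-0.337), -0.67 for Trp53 (-0.671), 0.89 for Syp and 0.34 for Pycr1 (0.339). In RPM, Lin28b differed by 8.99 and Rbl1 by -18.6. The Mycn value is that of the mouse locus and leaves the MYCN transgene of TIM out of account. A difference in depth between the groups was tested first. Reads outside the genes above 1000 FPKM were 18531098 ± 2913851 in TIM and 17337379 ± 2810197 in TI (SD, n = 8 each; exact permutation p 0.418). These are reads after the authors' correction. The depth before it was not analysed here, so the test cannot decide whether depth contributed. The sequencing run also remains. Per the labels only 2 TI samples were outside run 1 and no TIM sample was in it, and the columns could not be matched to runs. In each of these 12 genes the ranges of TI and TIM overlapped, so their differences can not be told apart from the run or from the correction of the counts for it. Mycn and E2f6 lie on chromosome 12 and Birc5 and Trp53 on chromosome 11, and both chromosomes had lower relative expression in TIM. Pycr1, higher in TIM, also lies on chromosome 11, so the direction of the chromosome did not hold for every gene on it.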

How the results depend on the processing

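No paired analysis was possible because the numbers in the column names did not match those in the sample titles. For the same reason alternatives by sequencing run, zygosity, tumor location and replicate block were not run. DESeq2, upper-quartile scaling, ComBat-seq and CPM were not run either, and the recovered reads entered only limma-voom, recomputed FPKM and RPM.

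The requirement of an absolute log2 fold change of at least 1 lowered the counts to 2181 genes in TI vs AG, 2159 in TIM vs AG, 972 in AGM vs AG, 300 in TIM vs TI and 2512 in TIM vs AGM. At least 1 FPKM in every library left 1627, 1534, 569, 737 and 1944 genes in the same order, out of 3464 tested. With only the 2 groups compared, AGM vs AG gave 6312 genes and TIM vs TI 1309. The cause was not tested for these counts. Leaving out 1 library at a time gave 1896 to 2923 genes across the 8 fits of AGM vs AG, 4468 to 4546 across 3 fits of TI vs AG, 4293 to 4343 across 3 fits of TIM vs AG and 6076 to 6364 across 5 fits of TIM vs AGM. The other alternatives stayed within 1.5 times of the main count.

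Both scalings of the recovered reads, chosen after the data were seen, changed the split of directions in AGM vs AG. Recomputed FPKM called 2312 genes higher and 1274 lower (64.5% higher, against 51.2%), and limma-voom called 1659 higher and 1093 lower (60.3%). The fold change requirement gave 84.4% higher, and at least 1 FPKM in every library gave 205 higher and 364 lower (36.03%). Recomputed FPKM also changed TIM vs TI from 43.6% to 54.5% higher, and the fold change requirement to 79.7%. In TIM vs AGM the fold change requirement changed the share from 48.8% to 34.99%, and limma-voom to 38.96%. At least 1 FPKM in every library moved it the other way, to 55.9%. In limma-voom the median fold change of all genes shifted to 0.15 in AGM vs AG, -0.10 in TI vs AG and -0.14 in TIM vs AGM, from values near 0. The balance of rises and falls in AGM therefore depends on the scaling, the filter and the fold change requirement. Of the 2908 genes of AGM vs AG, 2288 were also called with recomputed FPKM and 1918 with limma-voom, each in the same direction.

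The ADRN:MES ratio changed with a pseudocount of 0.1, under which the differences were -4.32 for TI vs AG and 5.10 for TIM vs TI, both reversed, and 0.776 for TIM vs AG and 0.412 for TIM vs AGM, both no longer past the threshold. The MES mean, the divisor, lay between -0.401 and 0.471 in TI and between -0.346 and 0.544 in TIM at that pseudocount, so the ratio crossed 0. The median over genes, the filter at 1 FPKM and recomputed FPKM kept the directions and calls of the ratio. Leaving out 1 library at a time gave differences of 0.0394 to 0.0588 in AGM vs AG, and past the threshold in 1 of the 8 fits. For the cell cycle score these fits gave 1.11 to 1.13 in TI vs AG and -0.327 to -0.304 in AGM vs AG. Without 1 AG library the adjusted p-values were 0.0667 and 0.0714, as the smallest p that 2 AG libraries allow is 0.0222 against TI and 0.0476 against AGM. The cell cycle scores kept direction and call under the other alternatives, but their size changed. The AGM vs AG difference of -0.318 became -0.806 with a pseudocount of 0.1 and -0.590 with recomputed FPKM. With the median over genes it was -0.273.

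The chromosome 12 and distal chromosome 11 differences kept their direction and call under the 4 alternatives run, from -0.402 to -0.295 and from -0.464 to -0.285. The mean over genes also brought chromosome 13 past the threshold. The Spearman correlation of the fold changes ranged from 0.824 to 0.877 and the Pearson correlation from 0.633 to 0.904. Of 85 further results on single genes and chromosomes, 52 kept direction and call under the alternatives run, and no direction reversed. Across their comparisons with alternatives, 54 were weaker and 11 stronger. Of the weaker ones, 22 came from leaving out a library, 14 from the fold change requirement and 7 from fits with only the 2 groups compared, which also gave 7 of the stronger ones. Depth limits Igf2bp1 and Lin28b, with 1 to 4 and 0 to 1 reads per AG library.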

Other observations

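The tests of deeper sequencing, liver and pancreas markers, the read imbalance, the repeat of the medulla and cortex comparison with fewer markers, Th against the cell cycle score, other splits of the samples and runs were chosen after the results were seen, the way the medulla and adipose tests were decided was made stricter after their results were seen, and the remaining tests were chosen before their own results but after single genes had been seen.

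Other splits of the libraries into groups of the same sizes rarely gave many genes with a limma FDR below 0.05. Of 100 drawn splits, the real one included, 1 gave as many genes as the real split in TI vs AG, 1 in TIM vs AG, 1 in TIM vs TI and 1 in TIM vs AGM. The highest counts of the other splits were 1520, 1501, 2008 and 5093 genes. In AGM vs AG, 1 of the 56 splits gave as many genes, and the next highest gave 741. That split also parts run 1 from run 2, and the real split of TIM vs AG parts run 1 from runs 2 and 3. In both contrasts the group and the run cannot be told apart.

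Values above 1000 FPKM appeared in AGM and TIM libraries and in no AG or TI library. Deeper sequencing was tested as an explanation: outside the 126 genes, AGM and TIM libraries held 1.09 times (1.089) the reads of AG and TI libraries, against 21.5 times over all genes. A rise shared by all genes was thus not seen in these corrected reads. The depth before the correction was not analysed here. A candidate explanation is liver or pancreas tissue, and 6 of the 21 marker genes found exceeded 1000 FPKM. The median of the 10 pancreas markers was 0 FPKM in AG, 0.00557 FPKM in TI, 0.0146 FPKM in AGM and 1.04 FPKM in TIM, but 3 of them exceeded 1000 FPKM in AGM (up to 385599 FPKM) and 2 in TIM, where 1 of them held the highest value of any gene (3480580 FPKM). Pancreas tissue is therefore neither shown nor set aside. The median of the 11 liver markers was 106.95 FPKM in AGM and 0.138 FPKM in TIM, so liver tissue remains open for AGM and cannot be told apart there from the explanation tested next. Of the 21 markers, 1 (Cpb1) was already known to be among the 126 genes. Another candidate explanation is that the authors' batch correction scaled up genes with almost no reads in AG and TI. In total, 489 genes had 10 reads or fewer in every AG and TI library and reached 1000 reads in AGM or TIM, and only 11 genes showed the mirror image. This imbalance fits the batch correction as a hypothesis, but uncorrected counts were not analysed here, and expression limited to these groups would also add to it. In the authors' deposited table, 249 of 837 genes called higher in AGM and 146 of 2433 called higher in TIM had a log2 fold change above 10, compared with 35 of 2140 in TI.

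The cell cycle score was lower in AGM than in AG. The tests of it were chosen before the score was computed, but after single cell cycle genes had been seen. Gene length and GC content were regressed out of each library for all 97 genes, and 122% (122.3%) of the difference was left. The median fold change of the 97 genes was -0.25, below all of 10000 random lists matched on mean expression (percentile 0, random lists -0.03 to 0.04 in the central 95%), so low expression does not account for it. The number of runs with both AG and AGM samples was 0, and the lower score cannot be told apart from the run or from the correction for it.

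Th and Dbh were higher in AGM than in AG. If the AGM samples held more medulla, other medulla markers would be higher and cortex markers would not. Both parts of this were written before the values were seen, but the part on cortex markers was applied in deciding the test only after they were known. The 12 medulla markers were higher by 2.68 (exact permutation p 0.0179), but the 12 cortex markers were higher by 2.74 (exact permutation p 0.0179), so a shift from cortex to medulla does not account for it. Th, 2 of these medulla markers (Chga and Npy) and 2 of the cortex markers (Akr1b7 and Cyp21a1) are among the 126 genes above 1000 FPKM. Without these markers the differences were 2.31 over 10 medulla markers and 2.46 over 10 cortex markers (exact permutation p 0.0179 each). Dilution of AG by adipose tissue was tested with 13 markers, which were higher in AGM by 1.43 (exact permutation p 0.0536), a difference that did not pass 0.05. Of these 13 genes 9 were higher and 4 (Adipoq, Cidec, Retn and Cfd) lower in AGM. Dilution would raise transcripts found only in the adrenal gland alike, whereas the log2 fold changes of the cortex markers ran from 0.18 for Fdx1 to 9.01 for Cyp11b2. Whether each marker is absent from adipose tissue was not tested, and Cyp11b2 was at only 0.0482 FPKM in AG. The range therefore cannot decide whether dilution adds to the higher Th and Dbh, and the marker test leaves a share of it open. The adipose list was written after Car3 had been seen to be high in AG, but before the values of its own genes. All 12 medulla and all 12 cortex markers were higher in AGM. With 0 runs that held both groups, the higher Th and Dbh cannot be told apart from the run or from the correction for it.

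TIM tumors had lower relative expression of chromosome 12 and distal chromosome 11 than TI tumors. Without the genes above 1000 FPKM, 100.5% of the chromosome 12 difference and 100.4% of the distal chromosome 11 difference were left. The median scores therefore did not rest on these genes. The removal took chromosome 12 from 343 to 337 genes and distal chromosome 11 from 333 to 332, which can hardly move a median. It is therefore a weak test of values raised in TIM libraries. A gain of chromosome 12 in some TI tumors may contribute to their Mycn level. Over the 8 TI tumors, Mycn correlated with the score of the chromosome 12 genes more than 5 Mb away (Spearman rho 0.905, exact permutation p 0.00456, adjusted over 4 relations 0.0143; Pearson r 0.814, exact permutation p 0.0125, adjusted 0.0251). Without the 2 tumors farthest from the median score, rho was 0.771 (exact permutation p 0.103) and r 0.772 (exact permutation p 0.0806), not past 0.05 with 6 tumors. In the 8 TIM tumors rho was 0.429 (exact permutation p 0.299) and r 0.350 (exact permutation p 0.393). Without the 2 TIM tumors farthest from the median score, rho was -0.029 and r -0.106 over 6 tumors. The difference between the groups was not tested. On chromosome 12 all 8 TI tumors, the 2 outside run 1 included, exceeded every TIM tumor, so the run alone does not account for that difference. On distal chromosome 11 this held for 7 of 8, and as the columns carried no run, that difference cannot be told apart from the run. An effect of the correction for the run was not tested for either.

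Tumors with more Th, which is among the 126 genes above 1000 FPKM, had lower cell cycle scores. Within TI rho was -0.881 (exact permutation p 0.00724, adjusted 0.0143) and r -0.860 (exact permutation p 0.00702, adjusted 0.0251). Within TIM rho was -0.857 (exact permutation p 0.0107, adjusted 0.0143) and r -0.756 (exact permutation p 0.0316, adjusted 0.0421). Without the 2 tumors with the most extreme Th, r was -0.819 in TI (exact permutation p 0.0528) and rho -0.771 (exact permutation p 0.103), not past 0.05 with 6 tumors. In TIM r was -0.950 (exact permutation p 0.00139) without its 2 most extreme tumors. The weaker of both rank correlations, -0.857, restates the pattern and is no test of its origin. A difference in differentiation between tumors was not tested with any measure other than Th, so the pattern cannot be told apart from it or from other origins. The run of each tumor was not known, so the relation was not recomputed within runs and a run effect cannot be excluded.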
